A study of Homo sapiens with 5 samples. Its data were reported in "Single cell lineage tracing reveals clonal dynamics of anti-EGFR therapy resistance in triple negative breast cancer" (2024).

How the data were processed

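Single-cell RNA sequencing of MDA-MB-468 cells, a triple-negative breast cancer line that carries lineage barcodes in this study, was measured with a 3′ Chromium kit in 5 libraries. Per the labels, 2 libraries held untreated cells of day 0 (D0, replicates 1 and 2) and 3 held cells treated with 250 nM afatinib, a covalent inhibitor of EGFR and ERBB2, for 3, 6 or 9 days (D3, D6, D9). Each treated day had 1 library. The labels do not say that the D0 replicates are separate cultures, so p-values measure the spread between these samples, which may be technical. Per the study's methods, cells had been frozen and were thawed before capture, and D0 came from 2 captures sequenced in 2 flow cells.

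Per the submitters' processing notes, reads were processed with Cell Ranger 6.1.2 on GRCh38. The authors then dropped cells with few UMIs, cells with an outlying mitochondrial share and putative doublets, adjusted the counts for the batch of the D0 captures with ComBat-seq, and removed genes of low expression. The deposited matrix holds expected counts, that is, UMI counts per gene and cell after the batch adjustment, not scaled for depth. The other deposited columns hold other things than measurements, namely cell names, gene identifiers and gene symbols. The matrix has 12474 genes and 4101 cells, and each cell's library was read from the prefix of its name. All values were whole numbers, so rounding changed nothing. The test had been chosen for plain UMI counts, before the adjustment was known.

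The adjustment left a trace. In raw UMI counts a gene that many cells hold at 1 and at 3 is also held at 2. The value 2 was missing from a library for many genes with at least 10 cells at 1 and 10 cells at 3. Untreated D0 replicate 1 and afatinib D3 shared 4532 such genes, against 2592 expected for independent sets among 8316 testable genes. Untreated D0 replicate 1 and untreated D0 replicate 2 shared 0, against 1026 expected among 7278. Untreated D0 replicate 2 also shared 0 with each treated library. Untreated D0 replicate 2 was therefore treated as 1 adjustment batch and the other 4 libraries as the other. An adjustment of this kind draws the D0 libraries together, so p-values that rest on the spread between them may be too small. Raw counts were not used here, so the size of that effect was not measured. Comparisons without untreated D0 replicate 2 stay within 1 batch.

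Counts were summed per library. Total counts were 22976039 and 28148379 for untreated D0 replicates 1 and 2, and 14517579, 15688089 and 23638242 for D3, D6 and D9. Afatinib was compared with untreated by the quasi-likelihood test of edgeR 4.0.16 with TMM factors and filterByExpr, which left 12145 genes. Changes with a Benjamini-Hochberg adjusted p under 0.05 were called. In that fit the 3 treated days serve as replicates of treatment. It has 3 residual degrees of freedom and a common biological coefficient of variation of 0.171. Each day against D0 and each pair of days came from a fit with the day as a factor. That fit has 1 residual degree of freedom, from the D0 libraries alone, and a coefficient of variation of 0.0557. A single treated library is assumed there to vary like the D0 libraries, so a log2 fold change of at least 1 in size was required as well. Log2 fold changes are given with the standard error from the fit.

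Fixed before the data were examined were the tests, the alternatives planned, 34 gene lists and the rule for naming genes. The rule names the 12 largest rises and the 12 largest falls among called genes with a mean of at least 20 CPM (counts scaled to library size) and every treated library on the same side of both untreated libraries. It also names up to 4 called members of each list, EGFR, ERBB2, IGFBP2, IGF1R and 7 resistance genes that the study names, and 5 rises and 5 falls per day contrast with the same minimum. Lists were tested with camera (limma 3.58.1) with a preset correlation of 0.01 and with an estimated one, and with fry. List members were also adjusted over the list alone.

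For measures per cell, every cell was thinned to 5000 UMIs, which lost 0 cells because the smallest cell had 5124. Cell-cycle phase was scored with scanpy 1.11.5 from 42 S phase and 52 G2 and M phase genes, and cells with both scores at 0 or below were named G1. Phase shares were compared with an exact permutation test, two-sided. Co-variation with IGFBP2 was the Pearson correlation over cells within each library for 5016 genes with a UMI in at least 10% of the thinned cells of every library. Fisher z values of the 5 libraries were tested against 0 with limma and Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05, the same sign in every library and a mean r of at least 0.1 in size. Clusters were found with leidenalg 0.10.2 on 15 neighbours in 30 principal components of 2000 variable genes, at a resolution of 0.5. Intervals for shares are exact binomial 95% intervals and cover counting error only.

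Symbols and positions were taken by Ensembl identifier from GENCODE release 44 on GRCh38, the build the sources name, and matched 12449 of the 12474 genes (99.8%). Of 423 genes without a symbol in the files, 12 were named from that table and the others are given by identifier. Transcript lengths are those of the canonical transcript. Other tools were R 4.3.3, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, igraph 0.11.9 and matplotlib 3.10.9.

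The tests were checked on simulated data. With afatinib against untreated, 7.46% of planted 1.5-fold changes, 55.2% of 2-fold changes and 98.5% of 4-fold changes were called. For D9 against D0, 95% of 2.5-fold and 99% of 4-fold changes were called. A planted correlation of 0.15 with IGFBP2 was called in 100% of 200 genes, with 0 calls among the others of the 5000 genes in that step.

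Alternatives set in advance were other size factors, DESeq2, limma-voom, no filter, thinned cells, 478 cells from each library, counts without mitochondrially encoded and ribosomal protein genes, G1 cells alone, a linear trend on day, and leaving out each library. Chosen only after the data were seen were an offset for transcript length (lowess span 0.3), a restriction to cells under 10% mitochondrial counts, detection rates in place of counts, and leaving out D3 and D6 together. Detection rates use only whether a cell holds a count, for genes detected in at least 50 cells and in at most a share of 0.99 of them.

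The lineage barcodes were not analysed here, so lineages were not compared. Genes of the fixed lists that were not in the matrix were not used here. All cells are of 1 line, so no cell type that lacks a gene gives a background for shares of cells with a UMI. Of the fixed marker genes of other cell types, 0 of 14 immune genes, 0 of 5 erythroid and platelet genes, 2 of 10 fibroblast genes and 3 of 8 endothelial genes were in the matrix, and 5 of 5 epithelial genes were.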

Results

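Transcripts were counted in 4101 single MDA-MB-468 cells from 5 libraries. Untreated D0 replicates 1 and 2 held 478 and 1063 cells, and the afatinib libraries held 479 cells at D3, 942 at D6 and 1139 at D9. Total counts per library ran from 14517579 at D3 to 28148379 in untreated D0 replicate 2. The median cell held 45658.5 and 25252 UMIs in untreated D0 replicates 1 and 2, and 22715, 13862 and 20216 UMIs at D3, D6 and D9. The libraries also differed in the make-up of their RNA. Mitochondrially encoded transcripts took 7.25% and 7.80% of counts in the untreated libraries, 17.2% at D3, 16% at D6 and 8.82% at D9. MALAT1, a nuclear RNA, took 0.588% and 0.694% of untreated counts, 1.67% at D3, 2.10% at D6 and 1.08% at D9. Ribosomal protein transcripts took 18.8% and 18.3% of untreated counts and 13.2%, 14.2% and 14% at D3, D6 and D9.

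The targets of afatinib and the genes that the study singles out were read first. IGFBP2, which encodes a binding protein for insulin-like growth factors, rose under afatinib by a log2 fold change of 0.80 ± 0.185 (SE, 3 treated against 2 untreated libraries). It stood at 135 and 134 CPM in untreated D0 replicates 1 and 2 and at 212, 214 and 277 CPM at D3, D6 and D9. ERBB2, the other receptor that afatinib binds, rose by 0.85 ± 0.135, from 13.9 and 12.9 CPM to 24.2, 24.4 and 23.6 CPM. IGF1R, a receptor of insulin-like growth factors, rose by 0.88 ± 0.247, from 14.7 and 13.2 CPM to 30.8, 28.9 and 17.6 CPM. EGFR had 887 and 920 CPM in the untreated libraries and 885, 827 and 564 CPM at D3, D6 and D9, a log2 fold change of -0.25 ± 0.239 that did not pass the test.

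The edgeR adjusted p (Benjamini-Hochberg) was 0.0211 for IGFBP2, 0.00676 for ERBB2, 0.039 for IGF1R and 0.471 for EGFR, and all 3 treated libraries lay on the same side of both untreated libraries for each gene. The genes lie on GRCh38 at chromosome 2, 216632828 to 216664436 (IGFBP2), chromosome 17, 39687914 to 39730426 (ERBB2), chromosome 15, 98648539 to 98964530 (IGF1R) and chromosome 7, 55019017 to 55211628 (EGFR). Without untreated D0 replicate 1 the edgeR adjusted p rose to 0.205 for IGFBP2, 0.0883 for ERBB2 and 0.176 for IGF1R, and without untreated D0 replicate 2 it rose to 0.226, 0.123 and 0.253. It was 0.0565 for IGFBP2 and 0.111 for IGF1R without D6, and 0.0970 for IGF1R without D3. The ERBB2 call also ended in thinned cells (edgeR adjusted p = 0.0785), in G1 cells (0.0626) and with the linear trend (0.147). The IGFBP2 call also ended with the linear trend (edgeR adjusted p = 0.0645) and in detection rates (limma adjusted p = 0.0534). The fold of IGF1R, whose canonical transcript is 12235 nt long, fell to 0.50 (edgeR adjusted p = 0.0698) with the offset for transcript length, while EGFR reached -0.59 (edgeR adjusted p = 0.0373), and without D3 and D6 the folds were 0.28 for IGF1R and -0.74 for EGFR.

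After thinning, the share of cells with an IGFBP2 UMI was 43.5% (exact 95% interval 39.0 to 48.1) and 41.2% (38.2 to 44.2) in untreated D0 replicates 1 and 2, 64.3% (59.8 to 68.6) at D3, 58.4% (55.2 to 61.6) at D6 and 66.2% (63.4 to 68.9) at D9. The mean share was 20.6 percentage points higher in treated libraries, and 0.862 points higher in cells that were not thinned. For ERBB2 the thinned shares were 9.21% and 7.53% in untreated libraries and 11.9%, 13.3% and 12.3% at D3, D6 and D9. For IGF1R they were 6.90% and 8.75%, then 15%, 16% and 8.52%. EGFR transcripts were found in 96.4% and 94.2% of untreated cells and in 96.2%, 95.9% and 92.4% of treated cells. No background share can be given for these genes, since all cells are of 1 line.

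**Figure D1:**
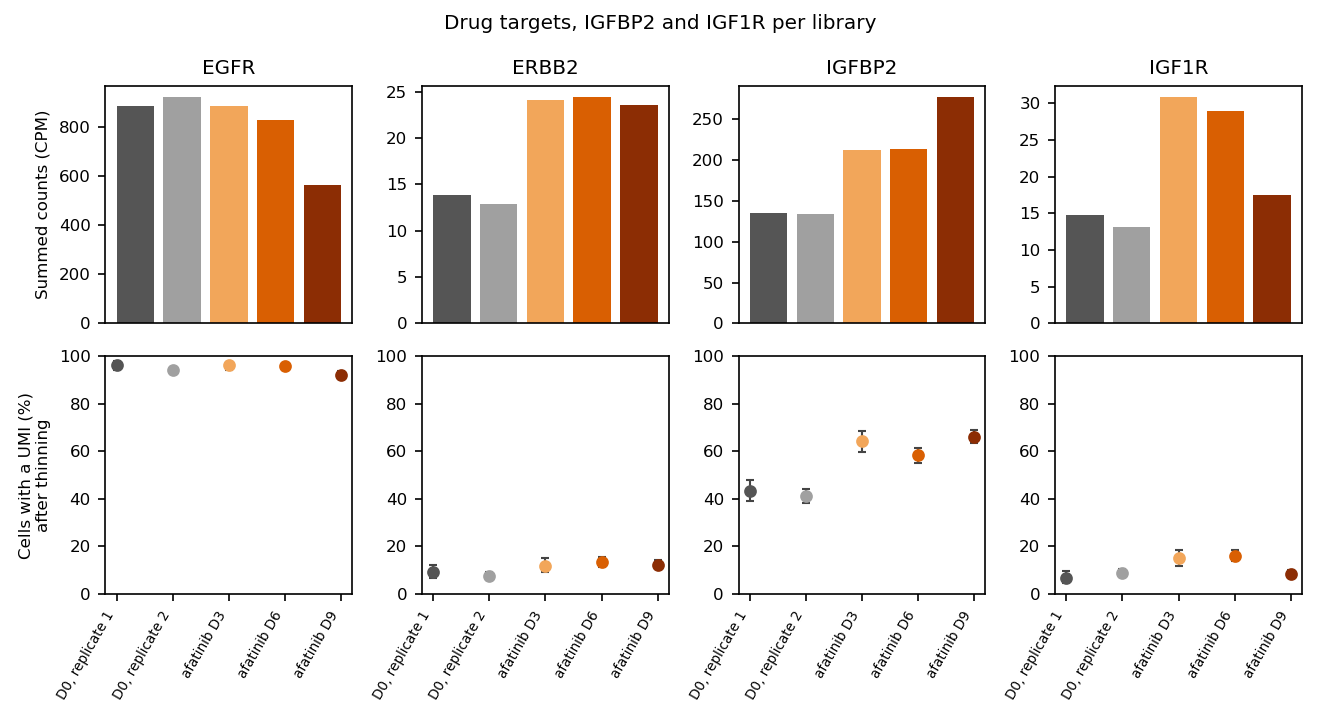
Upper row, summed counts in CPM of EGFR, ERBB2, IGFBP2 and IGF1R in each of the 5 libraries. Lower row, percent of cells with at least 1 UMI after thinning to 5000 UMIs, with exact binomial 95% intervals; IGFBP2 goes from 43.5% and 41.2% of untreated cells to 66.2% at D9.

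Of the 7 genes of EGFR inhibitor resistance that the study names, 1 rose and 0 fell over all genes tested, and the same counts held adjusted over the list alone. That gene was PIK3R2, a regulatory subunit of PI3 kinase, with a log2 fold change of 0.67 ± 0.137 (edgeR adjusted p = 0.0143, against 0.173 and 0.168 without untreated D0 replicates 1 and 2). The PIK3R2 call also ended among cells under 10% mitochondrial counts (0.39, edgeR adjusted p = 0.0610), in detection rates (limma adjusted p = 0.0601) and with the linear trend (edgeR adjusted p = 0.261). The other genes did not pass the test, with log2 fold changes of -0.13 for PDGFC, -0.42 for FGF2, -0.30 for HRAS, 0.21 for MAPK3, 0.35 for GAS6 and 0.39 for BAX. FGF2 passed with the offset for transcript length (-0.65, edgeR adjusted p = 0.00710), among cells under 10% mitochondrial counts (0.0436) and without D9 (0.0246). BAX passed with the offset (0.65, edgeR adjusted p = 0.0127), and HRAS (6.28e-05) and GAS6 (0.00772) passed without D9. Without D3 and D6, which leaves 1 treated library, the folds were -0.70 for FGF2 and 0.68 for BAX, and no p-value is read from that fit. The study chose this list on these samples, so its direction is not independent evidence. It drew these genes from those higher in the dominant clones than in the other tolerant clones. Treated against untreated libraries is another contrast, so the counts here do not test that finding.

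Afatinib against untreated asks which transcripts differ across all 3 treated days. The largest fall was in metallothioneins, small proteins that bind zinc and copper. MT1E (chromosome 16, 56625475 to 56627112) went from 1451 and 1392 CPM to 27.7, 12.1 and 6.53 CPM at D3, D6 and D9, and MT2A (chromosome 16, 56608584 to 56609497) from 3447 and 3395 CPM to 261, 231 and 64.9 CPM. The other large falls were in ATP6V0D2, a subunit of the vacuolar proton pump, CST6, a cystatin protease inhibitor, MT1X, INHBA, a subunit of activin, RGS2, a regulator of G protein signalling, KLK6, a kallikrein protease, FOSL1, an AP-1 transcription factor induced by ERK, ADIRF, PPP1R14B-AS1 and C5orf46. Their log2 fold changes ran from -6.53 ± 0.574 for MT1E and -4.21 ± 0.535 for MT2A to -2.89 ± 0.454 for C5orf46, and KLK6 went from 497 and 493 CPM to 94.6, 36.9 and 26.8 CPM.

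The largest rises began from low levels. CCL5 (chromosome 17, 35871491 to 35880793), a chemokine, went from 4.30 and 1.28 CPM to 9.79, 19.4 and 74.1 CPM, and AKR1C1, an aldo-keto reductase, from 3.52 and 3.49 CPM to 18.9, 47.4 and 34.8 CPM. Their log2 fold changes were 3.67 ± 0.943 and 3.26 ± 0.389. CCL5 was not raised in all treated cells alike, as given with the clusters below. ZNF750, a factor of epidermal differentiation, rose by 2.76, the interferon-induced OASL by 2.75, the nuclear receptor NR4A2 by 2.68, SELENOP, a selenium carrier, by 2.53, NRARP, a Notch target, by 2.5, BBOX1, an enzyme of carnitine synthesis, by 2.47, the calcium channel TRPV6 by 2.20, the adhesion molecule ALCAM by 2.17, GLYATL2 by 2.09 and TSC22D3, a target of glucocorticoids and FOXO factors, by 2.07. ALCAM was the most abundant of these, at 37.9 and 41.9 CPM in untreated and 153, 201 and 183 CPM in treated libraries.

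**Figure D2:**
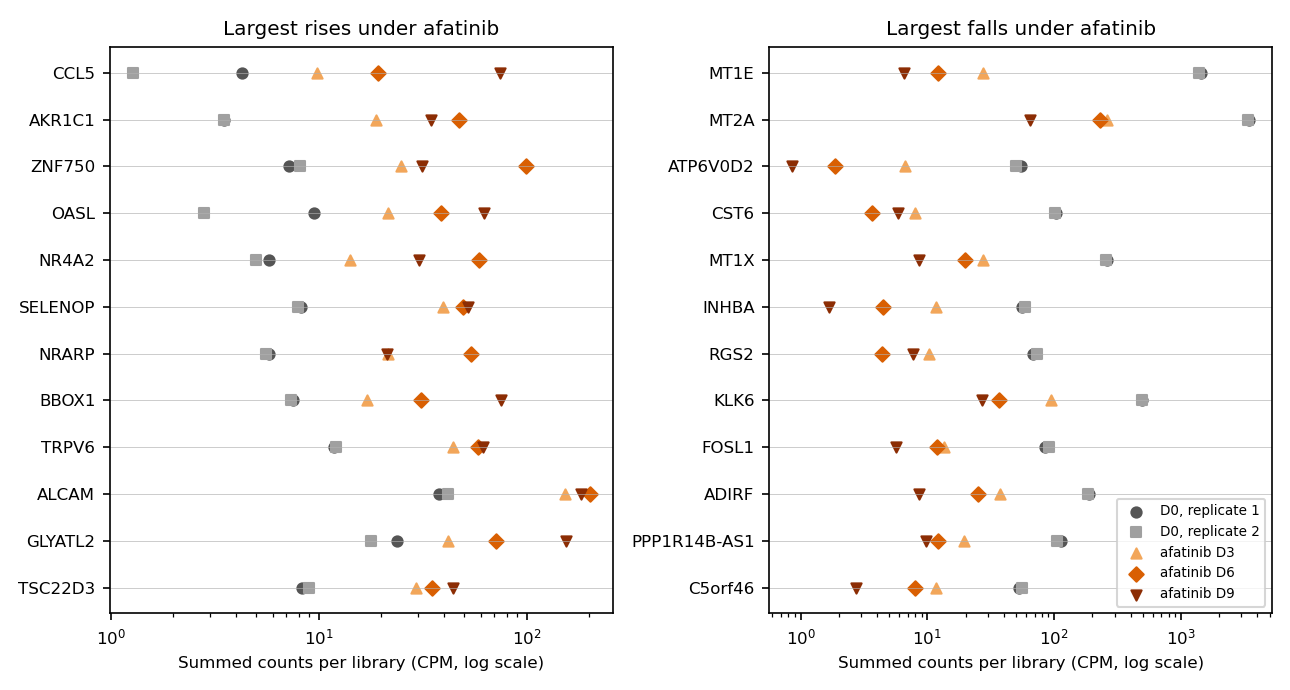
Summed counts per library in CPM on a log axis for the 12 largest rises and the 12 largest falls under afatinib, each point 1 library. MT1E falls from 1451 and 1392 CPM to 6.53 CPM at D9, and CCL5 climbs from 4.30 and 1.28 CPM to 74.1 CPM.

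Over all 12145 genes tested with edgeR, 1590 rose and 1229 fell under afatinib, and the median log2 fold change was 0.0470. With mitochondrially encoded and ribosomal protein genes left out before normalization, 1280 rose and 1491 fell. The edgeR adjusted p (Benjamini-Hochberg) of the 24 largest changes ran from 0.00106 for CST6 to 0.0296 for CCL5, and in each gene the 3 treated libraries lay on the same side of both untreated libraries. The count rests on both untreated libraries, since it was 332 without untreated D0 replicate 1 and 239 without untreated D0 replicate 2, which leaves 1 adjustment batch, and it was 1461 without D6 and 6817 without D9. Of the 24 largest changes, 16 stayed past the threshold without untreated D0 replicate 2 and 18 without untreated D0 replicate 1, and CCL5, ZNF750, NR4A2, NRARP, BBOX1 and GLYATL2 were lost in both cases, with OASL (edgeR adjusted p = 0.1) and INHBA (0.0559) lost in the former alone. Without D6, CCL5, OASL, BBOX1 and GLYATL2 were lost, and without D3 or D9 none of the 24. The linear trend ended the calls of ZNF750 (3.45, edgeR adjusted p = 0.114), NR4A2 (3.43, 0.0549), SELENOP (2.80, 0.0581), NRARP (2.88, 0.130) and ALCAM (2.43, 0.0678). The CCL5 call ended with limma-voom (3.46, adjusted p = 0.0565), in G1 cells (3.61, 0.117) and in detection rates (1.79, 0.0532), and that of OASL in G1 cells (1.95, 0.220).

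The fixed lists describe groups of genes in the same comparison, each with the count over all genes tested, the count adjusted over the list alone and the camera test with Benjamini-Hochberg adjustment over lists. With an estimated correlation in place of the preset one, camera called 0 lists, against 8 with the preset one. At an unadjusted p under 0.05, 2 lists passed with an estimated correlation, the squamous keratins (p = 0.00984) and the G2 and M phase genes (p = 0.0392), and fry called that list, the G2 and M phase genes and the endothelial markers. Members named beyond the first 4 of a list were added after their values were seen. Of 127 named genes with a call, 35 kept it without untreated D0 replicate 1 and 29 without untreated D0 replicate 2. With the linear trend 51 kept it, so many calls of single members below rest on both untreated libraries.

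Of 17 ERK output and feedback genes, 9 fell and 1 rose, and 10 fell and 3 rose adjusted over the list alone. The falls were led by FOSL1 (-3.10), the ERK phosphatases DUSP5 (-1.57) and DUSP4 (-1.30) and the feedback inhibitor SPRY2 (-1.18), while SPRED1 rose by 0.46. The list median was -0.86 (camera adjusted p = 0.00373, and adjusted p = 0.749 with an estimated correlation). Of 10 ERBB receptors and ligands, 4 fell and 2 rose (4 and 3 adjusted over the list alone). The falls were all in ligands, AREG at -4.04, EPGN at -3.20, BTC at -0.98 and HBEGF at -0.67. Levels of EPGN and BTC were low, at no more than 2.31 and 5.64 CPM in any library, and EPGN stood at 0.163 to 0.314 CPM in treated libraries. The rises were in receptors, ERBB2 at 0.85 and ERBB3 at 0.66 (camera adjusted p = 0.114 for the list, 0.0392 without untreated D0 replicate 2 and 0.0308 among cells under 10% mitochondrial counts). Of 15 PI3K and FOXO targets, which PI3K signalling represses, 7 rose and 2 fell (9 and 3 adjusted over the list alone), led by SESN3 at 1.72, KLHL24 at 1.55, SESN1 at 1.00 and CCNG2 at 0.97, with falls in PIK3R1 (-0.94) and CITED2 (-0.77). The median of the FOXO list was 0.71 (camera adjusted p = 0.0263, and adjusted p = 0.749 with an estimated correlation). That call ended with the offset for transcript length (camera adjusted p = 0.0952) and without D6 (0.0581).

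The IGF axis moved in both directions. Of 13 members, 5 rose (IGF1R, GRB10, IGF2R, IGFBP2 and GRB14) and 4 fell (7 and 5 adjusted over the list alone), with IGFBP3 at -1.43, the docking protein IRS1 at -1.36, IGFBP5 at -1.21 and IGFBP4 at -1.0. The median of 0.65 and the mean of -0.01 differed in sign, and camera gave an adjusted p of 0.872. Of 11 other receptor kinases and ligands, 3 rose and 2 fell (5 and 4 adjusted over the list alone). KIT rose by 1.44, FGFR1 by 0.77 and TYRO3 by 0.73, MET stood at -1.24 and PDGFA at -0.72, and the list median was 0.35 (camera adjusted p = 0.872). With the offset for transcript length TYRO3 lost its call (0.46, edgeR adjusted p = 0.0668). Of 16 targets of YAP and TEAD, 3 fell and 2 rose, with the same counts adjusted over the list alone. Falls were in NT5E (-2.25), F3 (-1.15) and CCN2 (-1.01), while WWC1 and PTPN14 rose by 0.66 and 0.65 (median -0.30, camera adjusted p = 0.0597, and 0.0103 with the offset for transcript length, where 0 rose and 6 fell, so that both rises lost their call). Camera's adjusted p was 0.0396 and 0.0443 without untreated D0 replicates 1 and 2, 0.0179 without D3, 0.0154 without D6 and 0.0308 among cells under 10% mitochondrial counts, but 0.419 without D9 (median -0.13), 0.117 in detection rates and 0.765 with an estimated correlation.

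The strongest fall of a list was in basal and squamous keratins and differentiation genes. Of 17 members, 12 fell and 0 rose, and 14 fell adjusted over the list alone. Leading falls were in KLK6 (-3.23), the alarmin S100A7 (-2.91), KLK5 (-2.64) and the basal regulator TP63 (-2.63), although S100A7 and TP63 stood at no more than 4.39 and 3.08 CPM in any library. The list median was -1.69 (camera adjusted p = 1.63e-11, and adjusted p = 0.315 with an estimated correlation), and fry gave an adjusted p of 0.0291. Luminal breast genes went both ways, with 2 rises and 3 falls among 11 members, also adjusted over the list alone. SPDEF rose by 1.24 and XBP1 by 0.89, AGR2 fell by 3.18 and KRT7 by 0.85, and MLPH had -0.79 (median -0.44, camera adjusted p = 0.0905). Of 20 epithelial adhesion genes, 4 fell and 0 rose in both adjustments, namely OVOL1 (-1.33), CLDN1 (-1.18), ESRP2 (-0.62) and CDH3 (-0.50), with a list median of 0.06 and camera pointing down (adjusted p = 0.613). Among 12 mesenchymal genes, MMP14 and TAGLN rose by 1.35 and 1.00 and THBS1 fell by 1.39, the same counts as adjusted over the list alone (median 0.23, camera adjusted p = 0.950).

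Of 20 genes of the integrated stress and unfolded protein response, 11 rose and 0 fell, and the same counts held adjusted over the list alone. HERPUD1, a component of degradation at the endoplasmic reticulum, rose by 2.01, SESN2 by 1.61, VLDLR by 1.32 and asparagine synthetase ASNS by 1.30, and the median was 0.84 (camera adjusted p = 7.87e-05, and adjusted p = 0.749 with an estimated correlation). Of 20 heat shock and dissociation stress genes, 8 fell and 3 rose (9 and 3 adjusted over the list alone). The chaperones HSPB1 and HSPE1 fell by 2.21 and 0.98, while the immediate early genes FOSB, FOS and JUN rose by 1.61, 1.22 and 0.86 (median -0.33, camera adjusted p = 0.123). Antioxidant genes gave 5 falls and 2 rises among 23, also adjusted over the list alone. Among the falls were TXN (-1.14), GCLM (-0.90), HMOX1 (-0.84) and SOD1 (-0.75), while the cystine transporter SLC7A11 rose by 2.40 and GCLC by 0.74 (median -0.13, camera adjusted p = 0.281, and 0.00513 without D9). By day, the antioxidant median against untreated was -0.43 at D3, -0.17 at D6 and 0.26 at D9. Of 16 p53 target genes, 5 rose and 3 fell in both adjustments. TP53INP1 rose by 1.33, BBC3 by 1.24, SESN1 by 1.00, ZMAT3 by 0.81 and RRM2B by 0.76, and TP53I3, CDKN1A and PLK3 had -0.78, -0.68 and -0.51 (median 0.40, camera adjusted p = 0.379). With the offset for transcript length BBC3 (1.34, edgeR adjusted p = 0.0513) and ZMAT3 (0.53, 0.131) lost their calls. In the BCL2 family of 14 genes, 4 rose and 2 fell in both adjustments, with rises in BBC3, BCL2L2 (0.92), BCL2 (0.91) and HRK (0.71) and values of -1.04 for BAK1 and -0.78 for BCL2L1 (median 0.18, camera adjusted p = 0.937).

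Of 45 nuclear genes of oxidative phosphorylation, 7 fell and 0 rose (3 fell adjusted over the list alone), with COX7C at -1.13, NDUFB3 at -1.07, cytochrome c (CYCS) at -1.04 and COX7A2 at -0.93. The median was -0.28 (camera adjusted p = 0.00373, and adjusted p = 0.749 with an estimated correlation), and the call ended with the offset for transcript length (0.318), among cells under 10% mitochondrial counts (0.321), in detection rates (0.227) and without D3 (0.0592). With that offset the calls of COX7C and COX7A2 ended as well (edgeR adjusted p = 0.140 and 0.180). By day, the median of the oxidative phosphorylation list against untreated was -0.59 at D3, -0.48 at D6 and 0.11 at D9. The fall of the median was therefore not seen at D9. Of the 13 mitochondrially encoded genes, MT-ND1 and MT-ND5 rose, by 1.47 and 1.14, and 0 passed adjusted over the list alone, with 7 at an unadjusted p under 0.05 (median 0.74, camera adjusted p = 0.0646, 0.0392 without untreated D0 replicate 2, 1.86e-14 without D9, 0.0107 with the offset for transcript length at a median of 1.09, 0.843 among cells under 10% mitochondrial counts at a median of 0.07, and median -0.26 in detection rates). Detection rates leave out MT-ND1 and MT-ND5, so the median of -0.26 lacks both called genes. The limit of 10% mitochondrial counts selects cells on these same genes, so the median of 0.07 cannot test their rise. Mitochondrially encoded transcripts as a whole took 17.2% and 16% of counts at D3 and D6 against 8.82% at D9. Of 22 glycolysis and hypoxia genes, 6 fell and 2 rose (8 and 2 adjusted over the list alone). ADM fell by 2.36 and EGLN3 by 1.34, while VEGFA and PDK1 rose by 1.53 and 1.16 (median -0.40, camera adjusted p = 0.0487, and adjusted p = 0.749 with an estimated correlation). That call ended with the offset for transcript length (median -0.39, camera adjusted p = 0.0662), among cells under 10% mitochondrial counts (-0.28, 0.0892) and without D6 (-0.34, 0.0639).

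In fatty acid synthesis, SREBF1 rose by 0.97 and FADS3 and ELOVL6 fell by 1.05 and 0.88, the only calls among 17 genes, also adjusted over the list alone (median 0.08, camera pointing down, adjusted p = 0.748). In fatty acid oxidation, ETFDH and ACADS rose by 0.88 and 0.85 among 19 genes, 1 of them adjusted over the list alone (median -0.00, camera pointing up, adjusted p = 0.820). Of 24 cholesterol genes, 2 rose and 2 fell, with the same counts adjusted over the list alone, among them SREBF2 at 0.90, NSDHL at -0.58 and MSMO1 at -0.57 (median 0.16, camera adjusted p = 0.748). Of 37 lysosome genes, LAMP1, GAA, LGMN and HEXA rose by 0.88, 0.78, 0.70 and 0.68 (HEXA 0.57 with the offset for transcript length, edgeR adjusted p = 0.0855) and CTSB had -0.48, with 2 rises and 0 falls adjusted over the list alone (median 0.20, camera adjusted p = 0.189, and 0.0308 among cells under 10% mitochondrial counts).

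Of 52 G2 and M phase genes, 7 fell and 0 rose in both adjustments. CDC20 fell by 0.82, AURKA by 0.77, BIRC5 by 0.74 and CKS2 by 0.69 (-0.32 with the offset for transcript length, edgeR adjusted p = 0.121), and the median was -0.25 (camera adjusted p = 0.00373, and adjusted p = 0.627 with an estimated correlation), with a fry adjusted p of 0.0311. Of 42 S phase genes, 3 fell and 0 rose, with 2 falls adjusted over the list alone. They were TIPIN at -0.89, MCM5 at -0.61 and CDC6 at -0.53 (median -0.17, camera adjusted p = 0.0932, and 0.0308 among cells under 10% mitochondrial counts).

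Of 28 interferon response genes, 8 rose and 0 fell, and 11 rose adjusted over the list alone. OASL rose by 2.75, IFI44L by 1.95, ISG20 by 1.56 and IFI44 by 1.23, and the median was 0.57 (camera adjusted p = 0.0158, and adjusted p = 0.749 with an estimated correlation). Camera's adjusted p was 0.0635 without untreated D0 replicate 2 and 0.0820 in detection rates. Of 14 genes of antigen presentation by class I, 0 passed the edgeR test in either adjustment, with 5 at an unadjusted p under 0.05 (median 0.30, camera adjusted p = 0.209, and 0.0308 among cells under 10% mitochondrial counts). Of 17 NF-kB and secreted inflammatory genes, the chemokines CXCL3 and CX3CL1 rose by 1.52 each and NFKBIA by 0.92, with 2 rises adjusted over the list alone (median 0.28, camera adjusted p = 0.258, and 0.0367 without untreated D0 replicate 1). Of 14 ABC transporters and aldehyde dehydrogenases, 5 fell and 3 rose in both adjustments. ABCC2, ABCC3 and ABCC4 fell by 2.15, 1.66 and 1.29, ALDH1A3 and ALDH3A2 had -1.12 and -0.73, and ALDH2, ALDH4A1 and ABCC5 rose by 1.5, 0.77 and 0.70 (median -0.06, camera adjusted p = 0.314). Of 20 histone modifiers, HDAC5 rose by 1.22, KMT2C by 0.87, KDM6B by 0.64, KDM6A by 0.62 and ARID1B by 0.62, which makes 5 rises and 0 falls in both adjustments (median 0.26, camera adjusted p = 0.0730, and 0.0169 without D9). With the offset for transcript length the calls of KDM6B and KDM6A ended (edgeR adjusted p = 0.0743 and 0.0739), 2 rose and 1 fell, and the median was 0.06 (camera adjusted p = 0.447). Of 2 fibroblast markers tested, FAP fell by 2.66 from 7.08 and 5.71 CPM (list camera adjusted p = 0.425), and of 2 endothelial markers tested, KDR and ESAM, 0 were called, with 1 rise (KDR, 0.65) adjusted over the list alone (camera adjusted p = 0.459, fry adjusted p = 0.0311).

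**Figure D3:**
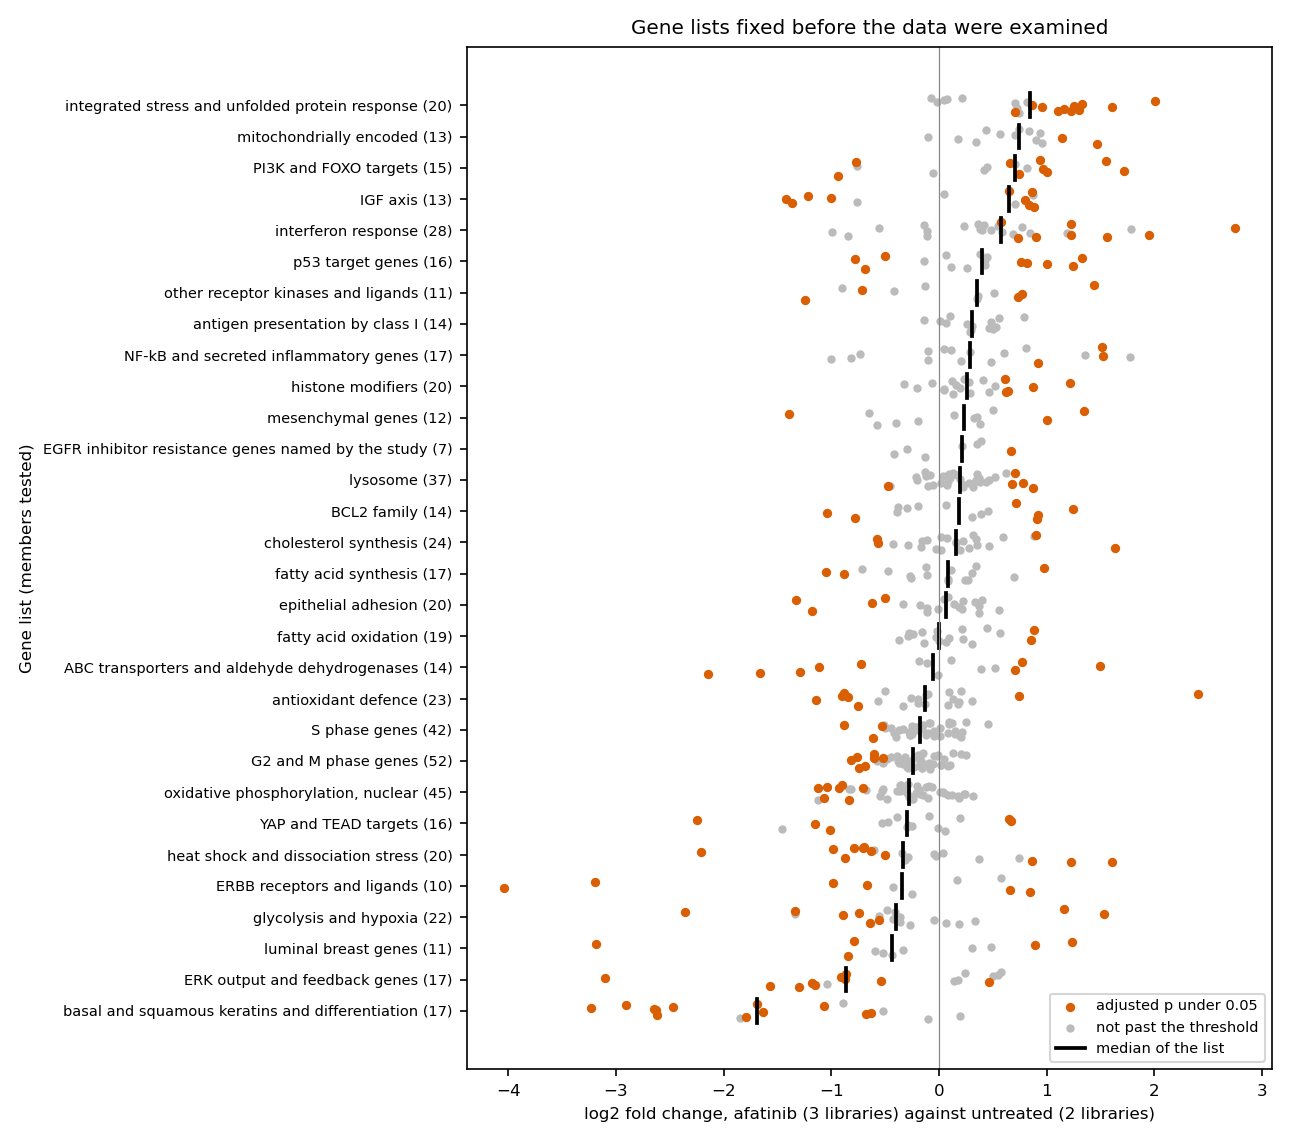
Each point is the log2 fold change of 1 list member under afatinib (3 libraries) against untreated (2 libraries), coloured where its edgeR adjusted p is under 0.05, and the bar is the list median. Medians run from -1.69 for basal and squamous keratins and differentiation to 0.84 for the integrated stress and unfolded protein response.

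Each day was also set against the untreated libraries, to ask how the response unfolds. At D3, 764 genes were higher and 501 lower past both thresholds, at D6 819 were higher and 694 lower, and at D9 616 were higher and 876 lower. The size threshold alone, with no test, gave 1271, 1519 and 1494 genes, so these counts describe 1 treated library each and the test adds little to them. AKR1C1 had log2 fold changes of 2.43, 3.75 and 3.31 at D3, D6 and D9 and SELENOP of 2.29 at D3. At D3 the next largest rises were in ENSG00000261770 (2.28), the non-coding LINC02969 (2.16) and ENSG00000269028 (2.0). At D6 they were in ZNF750 (3.70), NR4A2 (3.46), NRARP (3.25) and CCL5 (2.86). At D9 CCL5 (4.8), OASL (3.39) and BBOX1 (3.33) rose more than AKR1C1, and GLYATL2 (2.89) came after it. MT1E had log2 fold changes of -5.68, -6.87 and -7.76 at the 3 days, MT2A of -3.71, -3.89 and -5.72, and ATP6V0D2 of -2.97, -4.79 and -5.92. CST6 had -3.67 at D3 and -4.8 at D6, MT1X -3.24 at D3 and -4.91 at D9, RGS2 -4.0 at D6 and INHBA -5.09 at D9. The 3 contrasts share the untreated libraries, so changes in the same direction were not compared between their gene sets. Genes with opposite directions at D3 and D9 are given further below. LINC02969 was not called at D3 among cells under 10% mitochondrial counts (0.42, edgeR adjusted p = 0.124), and the CCL5 call at D6 was lost with DESeq2 (2.78, adjusted p = 0.0701).

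Between treated days, far fewer genes differed from D3 to D6 than from D6 to D9. From D3 to D6, 54 genes were higher and 96 lower past both thresholds, and 74 and 152 by size alone. The immediate early factor MAFF went from 13.8 to 68.1 CPM and back to 13.8 CPM at D9, the kinase RIPK4 from 27.3 to 96.7 and then 20.2 CPM, and HERPUD1 from 98.1 to 307 and then 176 CPM. NR4A2 and ZNF750 were also higher at D6 than at D3, and ATP6V0D2, INHBA, KLK6, KRT6B and RGS2 were lower, with values of -1.82, -1.38, -1.36, -1.28 and -1.24. From D6 to D9, 117 genes were higher and 396 lower, and 138 and 420 by size alone. Higher were CCL5 (1.94), C3orf14 (1.36), BBOX1 (1.28), KLHL35 (1.26) and GON7 (1.16), and lower were ENSG00000255823 (-4.0), the mitochondrial MT-ND3 (-3.65), MT-ND6 (-2.67) and MT-ND4L (-2.59), and ENSG00000269028 (-2.4). From D3 to D9, 119 genes were higher and 510 lower, and 129 and 538 by size alone, with higher levels of CCL5 (2.92), BBOX1 (2.14), GLYATL2 (1.88), GCHFR (1.64) and GSTM3 (1.59) and lower levels of ENSG00000255823 (-4.01), MT-ND3 (-3.84), MT-ND6 (-3.10), ATP6V0D2 (-2.96) and INHBA (-2.80).

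The spread behind these day contrasts comes from the 2 batch-adjusted untreated libraries alone. With DESeq2 the counts were 7 from D3 to D6, 231 from D6 to D9 and 295 from D3 to D9. The CCL5 calls from D6 to D9 (1.91, DESeq2 adjusted p = 0.354) and from D3 to D9 (2.93, 0.148) were lost there, at folds close to those of edgeR. In thinned cells the calls of ATP6V0D2 (-1.34, edgeR adjusted p = 0.209) and RGS2 (-1.13, 0.230) from D3 to D6 were lost. Of the 10 genes named from D3 to D6, DESeq2 called HERPUD1 and KLK6 and gave the other 8 no adjusted p, so it did not call them. The call of KRT6B from D3 to D6 was lost among cells under 10% mitochondrial counts (-0.91, edgeR adjusted p = 0.103).

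Between D9 and D3, camera with the preset correlation called 8 lists. Antioxidant defence (median 0.66, adjusted p = 1.41e-16), nuclear oxidative phosphorylation (0.50, adjusted p = 4.28e-07), the integrated stress and unfolded protein response (0.42, adjusted p = 0.00103) and fatty acid oxidation (0.41, adjusted p = 0.0200) were higher at D9. Mitochondrially encoded genes (-0.92, adjusted p = 3.25e-85), YAP and TEAD targets (-0.57, adjusted p = 0.00236), the IGF axis (-0.66, adjusted p = 0.0485) and basal and squamous keratins (-0.27, adjusted p = 0.0485) were lower at D9. The keratin list was mixed, with 7 members higher and 10 lower at D9 than at D3. Its median against untreated was -1.80 at D3, -1.79 at D6 and -1.35 at D9, and by that value it lay nearer to untreated at D9. With an estimated correlation 0 lists were called, and 0 at an unadjusted p under 0.05, the smallest adjusted p being 0.788, and fry called 0 lists. Among cells under 10% mitochondrial counts 5 lists were called, and the median of the mitochondrially encoded list turned to 0.20. That limit selects cells on the genes of this list, so the turn cannot test its fall. With the offset for transcript length the calls of fatty acid oxidation (median 0.29, camera adjusted p = 0.117) and the IGF axis (-0.52, 0.0602) ended. With that offset the medians were 0.31 for antioxidant defence, 0.25 for oxidative phosphorylation and 0.24 for the stress response. Among cells under 10% mitochondrial counts these 3 medians were 0.21, 0.24 and 0.22.

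The share of mitochondrial counts moved with the dependence of fold changes on transcript length. Across 6418 genes with at least 20 CPM, which are not independent replicates, Spearman's rho between transcript length and the log2 fold change against untreated was 0.469 at D3, 0.460 at D6 and 0.0188 at D9. The median log2 fold change of the 62 genes with transcripts of up to 500 nt was -0.89 at D3, -0.69 at D6 and -1.89 at D9, and for the 1175 genes with transcripts over 6000 nt it was 0.26, 0.30 and 0.08. The length offset brought rho to 0.0288, 0.0121 and -0.0119, and it kept 2376 of the 2819 genes called for afatinib against untreated.

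**Figure D4:**
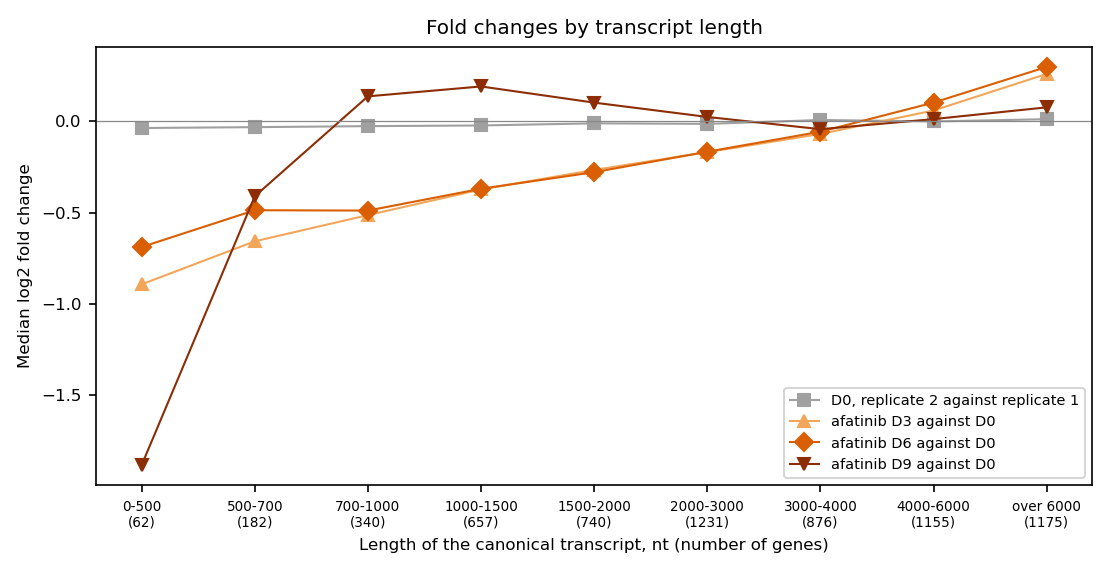
Median log2 fold change in bins of transcript length (nt, number of genes in parentheses) for afatinib D3, D6 and D9 against untreated D0, and for untreated D0 replicate 2 against replicate 1. At D3 and D6 the medians climb with length, from -0.89 and -0.69 in the shortest bin to 0.26 and 0.30 in the longest, and at D9 the shortest bin lies at -1.89.

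Phase calls placed fewer treated cells in G2 or M. On thinned counts the share was 42.9% ± 0.355 (SD, n = 2) in untreated and 34.4% ± 1.19 (SD, n = 3) in treated libraries, a difference of -8.48 percentage points (exact permutation test, two-sided p = 0.1). The share in G1 was 20.8% ± 0.721 and 29.8% ± 0.549, a difference of 9.01 points (exact permutation p = 0.1). The share in S phase was 36.2% ± 0.366 and 35.7% ± 1.44, a difference of -0.531 points (exact permutation p = 0.6). With scores set at the 80th percentile of untreated cells the differences were smaller, -3.76 points in G2 or M (exact permutation p = 0.1) and 3.07 points in G1 (exact permutation p = 0.2). With 10 possible splits of the 5 libraries, 0.1 is the smallest p this design allows. Phase calls also read free RNA and differ with depth, so no cycling rate is read from them, and the S phase difference was 1.52 points in cells that were not thinned.

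Variation of IGFBP2 between cells of the same library was then compared with that of 5016 other genes. The study names IGFBP2 as a potential player in afatinib resistance. It also reports that knockdown of IGFBP2 raised, and overexpression lowered, the toxicity of afatinib to cells. Called were 8 genes with a positive and 3 with a negative mean correlation. The positive ones were the kinase MAP3K20 (0.163), NPR3, a clearance receptor of natriuretic peptides (0.149), ID4 (0.124), ADAMTS1 (0.121), CALD1 (0.117), the histone H4C3 (0.117), the glutamate transporter SLC1A6 (0.116) and the laminin LAMA4 (0.104). The negative ones were the keratins KRT16 (-0.171) and KRT14 (-0.126) and SAT1 (-0.101). Each had the same sign in all 5 libraries. With S score, G2M score, total UMIs and mitochondrial share held, 8 of the 11 were called, and H4C3 (0.0784), LAMA4 (0.0983) and SAT1 (-0.0980) were not. The limma adjusted p (Benjamini-Hochberg) ran from 2.03e-08 for KRT16 to 0.000266 for SAT1, and 87 genes passed on adjusted p alone. With IGFBP2 shuffled within each library 0 genes were called, at the same thresholds and on adjusted p alone. In cells that were not thinned 303 genes were called, 17 were called without untreated D0 replicate 1 and 18 without untreated D0 replicate 2.

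Clustering put treated and untreated cells largely apart. Of 7 clusters, cluster 1 (1038 cells, 98.1% untreated) held 65.3% and 66.4% of the untreated libraries, and cluster 6 (404 cells, 99% untreated), with 98.8% of its cells called G2 or M, held 24.5% and 26.6%. Cluster 4 (558 cells) held 29.4% of D3 and 43.8% of D6 and 0 of 1139 D9 cells, which allows an exact upper limit of 0.323%. Clusters 3 and 5 (606 and 425 cells) held 52.2% and 37.2% of D9. Cluster 2 (1035 cells) held 63.5% of D3, 53.2% of D6 and 9.83% of D9, against 9.62% and 6.77% of untreated cells, with a median of 9866 UMIs and 28.8% mitochondrial counts per cell. In 6 of the 7 clusters over 90% of cells were treated or over 90% untreated, and these held 74.8% of cells. At a resolution of 1 there were 11 clusters, of which 9 met that limit and held 90.8% of cells.

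**Figure D5:**
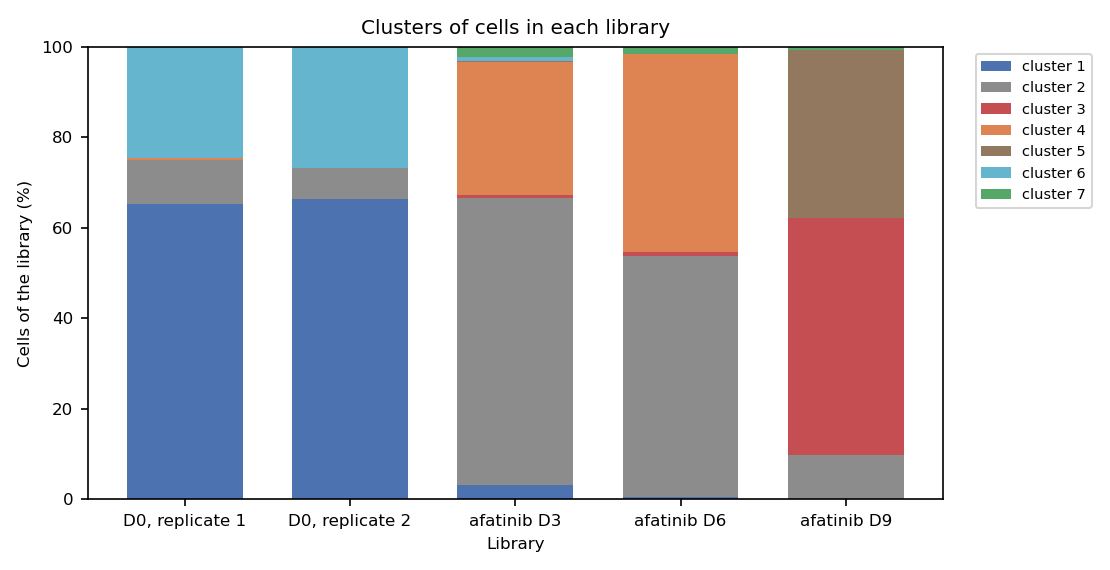
Percent of the cells of each library in each of the 7 clusters, stacked to 100% per library. Clusters 1 and 6 make up most of both untreated libraries, cluster 2 holds 63.5% of D3 and 53.2% of D6, and clusters 3 and 5 hold 52.2% and 37.2% of D9.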

Values the study reported

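The study reported that 4,101 cells passed its filters. Its founder population carried 2,336 unique barcodes, of which 192 were found in the cells that grew in 2000 nM afatinib after 40 days. Among the sequenced cells it captured 448 clones at day 0, and 186, 206 and 228 clones at day 3, day 6 and day 9. In untreated cells it found 374 genes that differed between tolerant and sensitive lineages, with 221 higher in the tolerant ones and 153 higher in the sensitive ones. It named 549 genes as higher in the dominant clones. IGFBP2 led both comparisons in that account. The dominant clones grew in relative size up to day 9. The lineage barcodes were not analysed here, so whether that growth adds to the IGFBP2 rise between libraries was not tested.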

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

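Chosen only after the result was seen were the offset for transcript length, the restriction to cells under 10% mitochondrial counts and the use of detection rates. So were the draw of as many cells at random, the comparison of cells within a library, and the comparison with untreated D0 replicate 1 alone.

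The mitochondrial genes MT-ND3, MT-ND6 and MT-ND4L, of complex I, had log2 fold changes against untreated of 0.96, 0.59 and 0.48 at D3, under the size threshold, and of -2.88, -2.51 and -1.81 at D9. MT-ATP8, of complex V, had 0.84 at D3 and -1.26 at D9. The transcripts of these 4 are 207 to 525 nt long. MT-ND1 and MT-ND5, also of complex I, had 0.55 and 0.38 at D9. MT-ND3 stood at 7342 and 7922 CPM in untreated D0 replicates 1 and 2, at 14896 and 13067 CPM at D3 and D6 and at 1038 CPM at D9, and D9 against D3 gave a log2 fold change of -3.84 for MT-ND3, -3.10 for MT-ND6, -2.29 for MT-ND4L and -2.10 for MT-ATP8. The unnamed genes ENSG00000255823 and ENSG00000269028 followed the same course, at -4.01 and -2.75. GSTM3, a glutathione transferase, went the other way, from -0.45 at D3 to 1.14 at D9 against untreated, a difference of 1.59. In all, 107 genes differed from untreated in opposite directions at D3 and D9 on edgeR's adjusted p alone, most of them by less than the size threshold, and differed between D9 and D3 past both thresholds, and 72 of them were higher at D3 and lower at D9. The median transcript was 3482 nt long in those lower at D9 and 1262 nt in those higher at D9, and 48 of the 107 had a mean of at least 20 CPM. The spread in this test comes from the untreated libraries alone.

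Fold changes at D3 and D6 rose with transcript length, with Spearman's rho of 0.469 and 0.460 against 0.0188 at D9. GC content is argued against, since rho was 0.538 and 0.516 with GC content held. The authors' batch adjustment is argued against, since against untreated D0 replicate 1, which lies in the same adjustment batch, rho stayed at 0.378 or more in counts and detection rates. Among cells under 10% mitochondrial counts rho fell to 0.223 at D3 and 0.197 at D6, while as many cells drawn at random gave 0.457 and 0.431. Within a library, fold changes of cells with a high against a low mitochondrial share also rose with length. Spearman's rho was 0.618 at D3, 0.637 at D6, 0.609 at D9 and 0.461 in untreated D0 replicate 2, so this was also seen without afatinib. Damaged cells that have lost cytoplasmic RNA may therefore account for part of the pattern. A response to afatinib may account for the remainder, which was not tested apart from the day of sampling.

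D9 differed from D3 in more genes than D6 did, 629 against 150. With the offset for transcript length it was 596 genes against 58 rises and 86 falls, 4.14 times as many, and among cells under 10% mitochondrial counts 676 against 207, 3.27 times as many. The latter left 85 of 479 cells at D3 and 188 of 942 at D6 against 857 of 1139 at D9. This argues against transcript length and damaged cells as the whole cause. A change of cell state between D6 and D9 may underlie it and stays a hypothesis. Each day is 1 library, so a difference between library preparations stays open as well.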

How the results depend on the processing

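Chosen only after the data were seen were the offset for transcript length, cells under 10% mitochondrial counts, detection rates, and leaving out D3 and D6 together. No paired analysis was possible because each treated group has 1 library and the groups share fewer than 2 replicate numbers. For counts of genes, splits of the samples were not counted, since the untreated group has 2 libraries. A lone untreated library is assumed to vary like the treated group. Without D3 and D6, D9 alone is assumed to vary like the untreated libraries, so passes there rest on the spread between those libraries.

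Of the named genes, 1891 of 2399 values under alternatives stayed on their side of the threshold with their direction, 494 lost a call, 10 gained one and 4 changed sign. For gene lists it was 265 of 320, with 19 calls lost, 17 gained and 19 medians of changed sign. For named genes in day contrasts it was 375 of 382, with 7 calls lost, and DESeq2 gave no adjusted p for a further 8 of the 10 genes named for D6 against D3, which are not among these. For genes that vary with IGFBP2 it was 71 of 77, with 6 lost.

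The 2819 genes of afatinib against untreated became 1369 in thinned cells, which hold fewer counts, 1741 in G1 cells, 601 with a linear trend on day (153 higher and 448 lower), 1875 in detection rates, 6728 without D3 and D6, and 239 to 6817 when 1 library was left out, of which 41.6% to 54.7% were higher. The cause was not tested. For D3 against untreated, cells under 10% mitochondrial counts gave 825 genes. Without the size threshold the counts were 7053, 7389 and 6846 for D3, D6 and D9 against untreated, 892 for D6 against D3, 5304 for D9 against D6 and 5147 for D9 against D3. DESeq2 gave 7, 231 and 295 for the last 3 contrasts, and thinned cells gave 97 for D6 against D3 and 1092 for D9 against D3. The 8 lists called became 0 with an estimated correlation, and the 8 called between D9 and D3 became 0, or 5 among cells under 10% mitochondrial counts. As given above, calls were lost with an estimated correlation even where the estimate lay below the preset one.

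The ERBB2 call ended in thinned cells (0.65, edgeR adjusted p = 0.0785), in G1 cells (0.65, 0.0626) and with the trend (0.87, 0.147), with 0.79 to 0.90 when 1 library was left out. EGFR passed the threshold with the length offset (-0.59). The EGFR fold was -0.74 without D3 and D6, which leaves 1 treated library, and -0.38 to -0.08 when 1 library was left out. The IGFBP2 call ended with the trend (1.0, edgeR adjusted p = 0.0645) and in detection rates (0.65, limma adjusted p = 0.0534), with 0.66 to 0.87 when 1 library was left out. Apart from leaving out 1 library, the IGF1R call ended under 6 alternatives, with 0.81 in thinned cells, 0.57 with the trend, 0.50 with the length offset, 0.58 among cells under 10% mitochondrial counts, 0.69 in detection rates and 0.28 without D3 and D6, and 0.73 to 1.10 when 1 library was left out. PDGFC turned to 0.16 in G1 cells, HRAS to 0.015 with the trend and 0.11 without D3 and D6, and MAPK3 to -0.0015 in detection rates. The cause was not tested.

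Medians that changed sign were those of the resistance genes (-0.0015 in detection rates), fatty acid synthesis (-0.11 with the length offset, -0.054 among cells under 10% mitochondrial counts, -0.070 in detection rates, -0.11 to 0.10 when 1 library was left out), fatty acid oxidation (0.033 with the length offset, 0.18 among cells under 10% mitochondrial counts, -0.16 to 0.10 when 1 library was left out), mitochondrially encoded genes (-0.26 in detection rates), mesenchymal genes (-0.041 with the length offset, -0.24 among cells under 10% mitochondrial counts), luminal genes (0.17 in detection rates), the BCL2 family (-0.038 in detection rates, -0.033 without D9, up to 0.28 without D3) and other receptor kinases (-0.016 without D3, up to 0.41 without D9). Detection rates leave out MT-ND1 and MT-ND5, so the mitochondrially encoded median there lacks both called genes. The cause was not tested.

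The treated minus untreated difference in cells with an IGFBP2 UMI was 0.862 points in cells that were not thinned, where depth limits the contrast because most cells hold a UMI. The difference in S phase was 1.52 points in cells that were not thinned and 0.689 points with scores set at the 80th percentile. Genes that vary with IGFBP2 numbered 303 in cells that were not thinned and 10 to 18 when 1 library was left out. Clusters numbered 11 at a resolution of 1.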

Other observations

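Chosen only after the result was seen were the tests of other short transcripts, the offset for transcript length and the use of detection rates on metallothioneins, and the look at the smallest cluster.

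The smallest cluster was set apart by interferon genes. It held 35 cells, 0 and 1 from untreated D0 replicates 1 and 2 and 11, 15 and 8 from D3, D6 and D9, which is 2.30%, 1.59% and 0.702% of those libraries (exact 95% intervals 1.15 to 4.07, 0.894 to 2.61 and 0.304 to 1.38). IFIT1, an antiviral protein induced by interferon, had a mean of 4.34 UMIs, scaled to equal depth, in these cells against 0.0141 to 0.343 in the other clusters. The cluster was formed on these genes, so their level in it is no separate evidence. The shares rest on 1 setting. At a resolution of 1 the smallest cluster held 7 and 10 untreated cells and 13, 16 and 8 cells of D3, D6 and D9, and without S and G2M genes it held 1 and 1 untreated cells and 14, 22 and 30 treated cells. At the level of libraries 8 of 28 interferon genes rose, among them OASL, from 9.53 and 2.82 CPM to 21.6, 38.6 and 62.5 CPM. The list call ended with an estimated correlation (camera adjusted p = 0.749) and without untreated D0 replicate 2 (0.0635), and the OASL call ended without untreated D0 replicate 2 (edgeR adjusted p = 0.1), without D6 (0.0510) and in G1 cells (0.220).

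Metallothioneins buffer zinc and copper and are induced by metals and glucocorticoids. All 4 that were tested fell under afatinib, with log2 fold changes of -6.53 for MT1E, -4.21 for MT2A, -3.81 for MT1X and -1.8 for MT1F and a median of -4.01. Their transcripts are 401 to 746 nt long, and short transcripts fell more than others. The other 485 genes of that length had a median of -0.43 (lower quartile -0.82). The 40 of up to 500 nt and at least 20 CPM had a median of -1.03, with -2.51 the lowest, and 1 of them was as low as MT1F and 0 as low as the other 3 metallothioneins. With length corrected the metallothionein median was -3.47, and MT1F had -1.27. This argues against a general loss of short transcripts as the whole cause, and more weakly for MT1F. Without untreated D0 replicate 2, within 1 adjustment batch, the median was -4.02, which argues against the batch adjustment. Over all 5 libraries the 2 genes with a usable detection rate, MT1F and MT1X, had a median of -2.59 in detection rates against -2.80 in counts. A lower supply of free metal or a change of the regulators of these genes under afatinib may underlie the fall, and neither was measured here.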
